# RNA sequencing-based analysis of the spleen transcriptome following infectious bronchitis virus infection of chickens selected for different mannose-binding lectin serum concentrations

**DOI:** 10.1186/s12864-016-2403-1

**Published:** 2016-01-27

**Authors:** Edin Hamzić, Rikke Brødsgaard Kjærup, Núria Mach, Guilietta Minozzi, Francesco Strozzi, Valentina Gualdi, John L. Williams, Jun Chen, Eva Wattrang, Bart Buitenhuis, Helle Risdahl Juul-Madsen, Tina Sørensen Dalgaard

**Keywords:** IBV, Coronavirus, Infectious bronchitis, Chicken, RNA sequencing, Transcriptome, Spleen, Mannose-binding lectin, Immune response

## Abstract

**Background:**

Avian infectious bronchitis is a highly contagious disease of the upper-respiratory tract caused by infectious bronchitis virus (IBV). Understanding the molecular mechanisms involved in the interaction between innate and adaptive immune responses to IBV infection is a crucial element for further improvements in strategies to control IB. To this end, two chicken lines, selected for high (L10H line) and low (L10L line) serum concentration of mannose-binding lectin (MBL) were studied. In total, 32 birds from each line were used. Sixteen birds from each line were infected with IBV and sixteen were left uninfected. Eight uninfected and infected birds from each line were euthanized at 1 and 3 weeks post infection. RNA sequencing was performed on spleen samples from all 64 birds and differential gene expression analysis was performed for four comparisons: L10L line versus L10H line for uninfected birds at weeks 1 and 3, respectively, and in the same way for infected birds. Functional analysis was performed using Gene Ontology (GO) Immune System Process terms specific for *Gallus gallus*.

**Results:**

Comparing uninfected L10H and L10L birds, we identified 1698 and 1424 differentially expressed (DE) genes at weeks 1 and 3, respectively. For the IBV-infected birds, 1934 and 866 DE genes were identified between the two lines at weeks 1 and 3, respectively. The two most enriched GO terms emerging from the comparison of uninfected birds between the two lines were “Lymphocyte activation involved in immune response” and “Somatic recombination of immunoglobulin genes involved in immune response” at weeks 1 and 3, respectively. When comparing IBV-infected birds between the two lines, the most enriched GO terms were “Alpha-beta T cell activation” and “Positive regulation of leukocyte activation” at weeks 1 and 3, respectively.

**Conclusions:**

Healthy birds from the two lines showed significant differences in expression profiles for subsets of adaptive and innate immunity-related genes, whereas comparison of the IBV-infected birds from the two lines showed differences in expression of immunity-related genes involved in T cell activation and proliferation. The observed transcriptome differences between the two lines indicate that selection for MBL had influenced innate as well as adaptive immunity.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2403-1) contains supplementary material, which is available to authorized users.

## Background

Avian infectious bronchitis (IB) is an acute and highly contagious disease of the upper-respiratory tract caused by the infectious bronchitis virus (IBV). The virus is a member of the *Coronaviridae* family and has numerous serotypes and strains. Rapid replication combined with high mutation rate and recombination are the main causes of the observed high diversity [1]. The respiratory tract is the primary target organ and entry point for the virus, before further spread to kidneys and gonads. The most common symptoms of IB are related to the respiratory tract and include gasping, coughing, sneezing, tracheal rales, and nasal discharge [2]. Feed conversion and average daily gain are affected in broilers, and infection is often followed by secondary bacterial infections. In layers, IBV causes a reduction in egg production and egg quality. Today, IB is one of the most economically important diseases in the poultry industry [2].

Infection outbreaks are controlled by a combination of strict management practices and vaccination. The strict management practices, which include the maintenance of the housing temperature and ventilation, are essential, because IBV is highly contagious and spreads very fast. Live attenuated and inactivated vaccines are widely used for control and prevention of IBV infection [3, 4]. As there is little or no cross-protection between different serotypes/variants of the virus, hence vaccines should contain serotypes present in a particular area in order to induce adequate protection [1]. New multi-strain vaccines with the optimal antigen combination and optimal adjuvants are therefore required for future IBV control. Understanding the molecular mechanisms involved in the interaction between innate and adaptive immune responses to IBV infection is a crucial element for further improvements of the vaccines.

IBV infection induces a wide range of immune responses in chickens. An innate immune response is activated during the initial stages of infection in the mucosal lining of the trachea following binding of IBV virions to receptors on epithelial cells [5]. Activation of this innate immune response may be initiated by Toll-like receptor (TLR) signaling upon IBV recognition [6, 7]. In addition, rapid activation of natural killer (NK) cells has been observed one day after IBV infection [8] as well as increased macrophage numbers in lungs and trachea after primary IBV infection [9]. In the case of the adaptive immune responses, T lymphocyte subpopulations are actively involved in the early stages of IBV clearance [7, 10] exhibiting rapid activation upon IBV infection [6]. Furthermore, studies have shown that cytotoxic T lymphocytes (CTL) play an important role in responding to primary infections with IBV [10, 11]. In addition to T cell responses, IBV specific antibodies, of all three antibody classes present in chickens, have been reported [12–14]. A specific local antibody response in avian infectious bronchitis is characteristic for the response to a secondary infection [15]. The innate and adaptive immune systems are strongly interconnected, which is also seen in the response to IBV infection, and the connection possibly involves the serum collectin, mannose-binding lectin (MBL) as a key player [16].

Two chicken lines which were selected for high and low MBL serum concentrations (designated L10H and L10L, respectively), were used in the present study. Selective breeding has been performed for 14 generations using the combination of two strains (67.5 % UM-B19 chickens and 33.5 % White Cornish) as a starting population, as described by Juul-Madsen et al. [17]. The final result was two divergent lines, with mean MBL serum concentrations of 33.4 μg/ml for the L10H line and 7.6 μg/ml for the L10L line, respectively [18, 19]. The mean MBL serum concentration for 14 different chicken lines representing both broilers and layers is around 6 μg/ml, but varies from 0.4 to 37.8 μg/ml in normal healthy chickens with protein produced in the liver as the main source of circulating MBL [17]. In chickens, a positive correlation between MBL serum concentrations and the severity of several infections, such as infections caused by IBV [19], *Escherichia coli* [20] and *Pasteurella multocida* [21], has been observed. Chicken MBL binds to IBV [16, 22], therefore it is possible that MBL facilitates innate responses such as opsono-phagocytosis, complement activation or virus neutralization, in the early stages of IBV infection. In mammals MBL has also been shown to influence induction of adaptive immunity [23]. In support of the role of MBL in response to IBV, Kjaerup et al. [18] observed considerable differences in cellular adaptive immune parameters in response to an IBV infection between lines L10L and L10H. Furthermore, birds from L10H line exhibited lower viral loads and less severe damage of tracheal cilia following the IBV infection in comparison to birds from the L10L line.

The aim of this study was to characterize the spleen transcriptome of healthy birds from the two lines selected for serum MBL, and to investigate differences in molecular mechanisms behind the development of systemic adaptive immunity between the L10L and L10H lines infected with IBV.

## Results

### Animal experiment

The experimental timeline and sampling time points are as illustrated in Fig. 1 and a full description of the experimental infection is reported by Kjaerup et al. [18]. The birds were infected at 3 weeks of age and from day 2 post-infection (p.i.), showed clinical signs characteristic of IBV infection, including sneezing and labored breathing. Viral loads in tracheal swabs were assessed for all birds as reported in the previous paper published on the experimental infection study [18] . No virus was detected in the uninfected birds at any time point throughout the experiment. Viral genomes were detected in swabs from infected birds from day 1 to 8 p.i. Notably, significantly lower viral loads (*p* < 0.03) were observed in birds from line L10H in comparison to infected birds from line L10L [18].

**Fig. 1:**
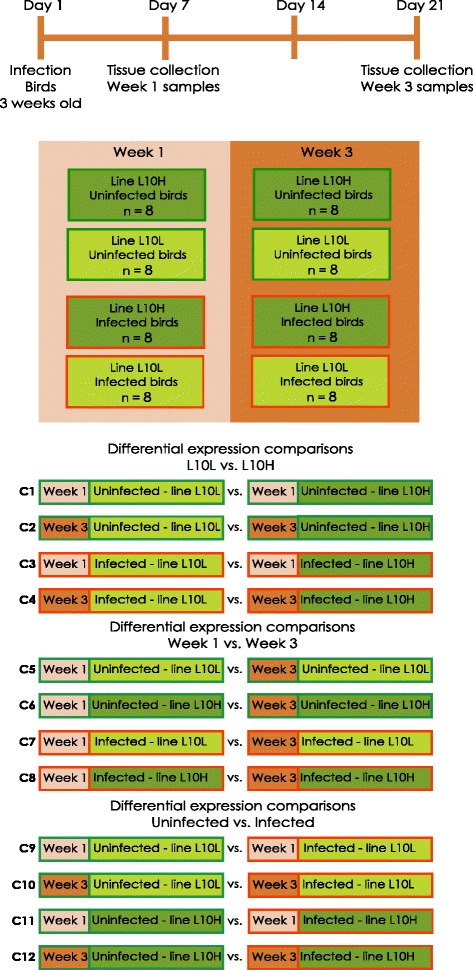
Structure and timeline of the experiment together with comparisons of gene differential expressions. The figure illustrates the experimental timeline together with the structure of the experiment. In total, 64 birds, 32 from each experimental line, L10H and L10L, were used. In addition, differential expression comparisons are shown

### Detection and quantification of splenic gene expression

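Spleen RNA was sequenced from birds of the lines L10H and L10L, which had been selected for high and low levels of mannose-binding lectin (MBL, a collectin of the innate immune system) in serum. The birds were inoculated with infectious bronchitis virus (IBV, a coronavirus that infects the airways of chickens) or mock-infected at 3 weeks of age, and were sampled 1 or 3 weeks later, which gave 8 groups. The deposited counts covered 63 birds, with 8 birds in every group except the infected L10L birds at week 1, of which there were 7. The authors trimmed the reads, mapped them to the chicken genome with TopHat2 and counted them on Ensembl genes with HTSeq in union mode, and they deposited the count on each gene without normalization. From these counts, differential expression was tested here with the likelihood ratio test of edgeR's negative binomial generalized linear model, as in the study. Genes with a CPM (the count scaled to a common library size) above 1 in at least 8 of the 63 libraries were kept, library sizes were normalized with the TMM method, and a common and then a tagwise dispersion was estimated. All 8 groups entered one model, without birds 22 and 47, which the study left out, so that 61 birds were fitted. Each difference is given as L10H minus L10L, with the lines taken from the sample labels and Table S1. A gene was called DE at a false discovery rate (FDR, Benjamini-Hochberg adjusted) below 0.05. The choices that could change these numbers are the test, the filter on low counts, the normalization, the birds included and the groups that share the estimate of dispersion. No bird's counts were identical to those of another bird of its group. Over the 217 pairs of birds within groups, the chi-square statistic per degree of freedom ranged from 4.32 to 181.6, so that no pair lay within counting noise, and by the labels every bird was counted as a separate replicate. According to the study's methods, uninfected and infected birds were kept in separate isolators, each holding both lines. The isolator was not in the model, so differences between uninfected and infected birds cannot be told apart from differences between isolators.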

RNA sequencing data were produced from eight infected and eight uninfected birds from each of the two lines at two sampling occasions, as described in the materials and methods section. All samples passed quality control measures for raw and trimmed sequenced reads except for individual no. 46, which was removed due to a very low number of sequenced reads. For the remaining birds, an average of over 37 million reads were obtained per sample for the 63 samples analyzed, with 81 % of the reads mapping to the chicken genome reference sequence, as described in the materials and methods section (See summary statistics with the number of mapped and total reads is presented in Additional file 1: Table S1). 

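The counts on genes numbered from 8378293 to 37120215 per bird, with a median of 11404493, and all values given here rest on these gene counts. The sequencing was paired-end. In bird 1, 10079231 counts lay on genes, 3095464 outside genes, 165229 were ambiguous and 334275 were not unique, against 25410701 mapped reads. Counts of read pairs would give such totals, so the counts and the reads of Table S1 are not in the same unit. In Table S1, which gives reads before counting, the mean was 36844000 reads per bird with 81.8 % mapped, and the mapped percentage ranged from 74.8 to 85.9 %. The median of the gene counts was 11036563 in uninfected and 12439588 in infected L10H birds at week 1, and 10974337 and 12688314 at week 3. It was 10362146 in uninfected and 10824333 in infected L10L birds at week 1, and 9481318 and 11668763 at week 3. Infected L10L bird 44 at week 1 had the total of 37120215, and the next highest total of its group was 13163362. Between 21.6 and 26.8 % of the counts of a bird lay outside annotated genes, and the most abundant gene took between 1.08 and 2.57 % of the counts on genes.

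**Figure D1:**
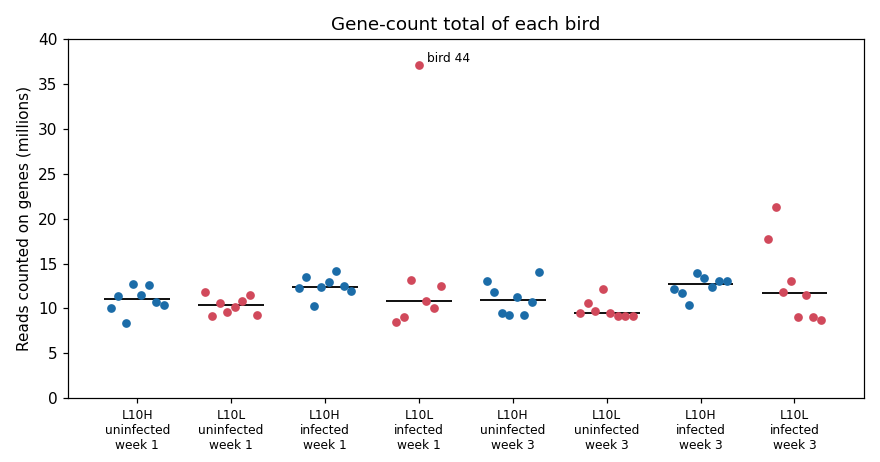
Counts on genes in each bird (vertical axis, labelled as reads) by line, infection status and week, with L10H birds in blue, L10L birds in red and the median of each group as a black line. Bird 44 stands apart with a total of 37120215, and the lowest total was 8378293.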

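The deposited count table of each bird had 17113 lines. Of these, 17108 were Ensembl genes and 5 were summary lines of the counting program, such as reads outside genes and ambiguous reads. A count of at least 1 was found in at least 1 of the 63 birds for 15163 of the genes.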

In total, 17,113 expressed genes were identified. After filtering genes with fewer than one read per million in eight samples [24] (genes which would not achieve statistical significance for differential expression), the final list contained 11,292 expressed genes. 

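With gene counts as library totals, 11577 genes had more than 1 CPM in at least 8 of the 63 libraries, and 11561 genes had it in at least 8 of the 61 libraries left without birds 22 and 47. When the summary lines were included in the library totals, 11308 genes passed in the 63 libraries and 11292 genes passed in the 61 libraries, in each case with 3 summary lines passing as well. The 11577 genes were used for the tests given here. Counts were simulated from each gene's mean over the 61 birds, its dispersion and the library sizes. In them, 200 genes were given a log2 change of 1 in uninfected L10H birds at week 1. Of these, 191 were called DE among 11577 genes, all in the right direction, with 16 false calls. Genes were drawn independently, so differences between birds that many genes share are absent, and smaller changes were not simulated.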

Before performing the differential gene expression analysis, further multivariate analysis was carried out on the raw and normalized gene count data to identify any discrepancies.

Multi-dimensional scaling (MDS) plot on expressed genes between the two lines, L10H and L10L, showed that they differ considerably in their transcriptome profiles for both uninfected and IBV-infected birds [See Additional file 2: Figure S1]. Moreover, inter-individual variation in gene expression at week 1 was considerably higher than that observed at week 3 for both uninfected and IBV-infected birds [See Additional file 2: Figure S1].

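The separation of the lines was measured as the share of the squared distance between birds that lay between the lines, on log2 CPM of the 500 most variable genes, and was tested with an exact permutation of the line labels (one-sided). In uninfected birds, 35.7 % of the squared distance lay between the lines at week 1 (exact permutation p = 0.000155, n = 8 and 8) and 34.4 % at week 3 (exact permutation p = 0.000155, n = 7 and 8). In infected birds, the share was 32.2 % at week 1 (exact permutation p = 0.000333, n = 8 and 6) and 24.2 % at week 3 (exact permutation p = 0.000311, n = 8 and 8). The first 3 of these values are the smallest that the permutations can give. The share in infected birds at week 3 was 37.1 % without birds 26 and 62 (exact permutation p = 0.000583, n = 7 and 7), a setting added later. With all 11577 genes in place of the 500 most variable, which lowered the shares most, they were 23.0, 27.4, 22.3 and 18.0 %. The difference between the mapped and the concordantly mapped percentages in Table S1 also separated the lines. It was 4.7 to 5.1 points in L10H and 3.6 to 4.5 points in L10L uninfected birds at week 1, and it did not overlap in uninfected birds at week 3 or infected birds at week 1 either, so that line and this difference coincide there. It overlapped only in infected birds at week 3, with 3.6 to 7.8 points in L10H and 4.3 to 7.8 points in L10L, and this through L10H bird 26 alone, without which L10H had 3.6 to 4 points.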

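The distance of each bird to the mean of the other birds of its group was computed as the root mean square difference in log2 CPM over the 11577 genes. In uninfected L10H birds, the mean distance was 0.361 ± 0.0832 (SD, n = 8) at week 1 and 0.316 ± 0.0422 (SD, n = 7) at week 3 (exact two-sided permutation p = 0.218). In uninfected L10L birds, it was 0.332 ± 0.0536 (SD, n = 8) at week 1 and 0.282 ± 0.0392 (SD, n = 8) at week 3 (exact two-sided permutation p = 0.0514). In infected L10H birds, it was 0.351 ± 0.0726 (SD, n = 8) at week 1 and 0.324 ± 0.0834 (SD, n = 8) at week 3 (exact two-sided permutation p = 0.489). In infected L10L birds, it was 0.383 ± 0.0733 (SD, n = 6) at week 1 and 0.271 ± 0.0424 (SD, n = 8) at week 3 (exact two-sided permutation p = 0.00333). The mean was higher at week 1 in all 4 groups, but only the difference in infected L10L birds was larger than the spread between birds after adjustment for the 4 tests (Benjamini-Hochberg adjusted exact permutation p = 0.0133, against 0.103, 0.291 and 0.489). With the 500 most variable genes, the difference changed direction in uninfected L10H birds, to -0.0132, and in infected L10H birds, to -0.0301. In infected L10L birds, the difference was 0.147 with these genes and no longer passed (exact permutation p = 0.0869). It still passed there with all 63 birds (0.171, exact permutation p = 0.000311) and with counts thinned to the smallest library (0.109, exact permutation p = 0.00167). With birds 22 and 47 included, the difference was -0.0338 in uninfected L10H birds.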

Birds 22 and 47 were separated from the rest on the MDS plot [See Additional file 2: Figure S1]. However, inspection of raw sequence data and mapping parameters did not identify any technical problems which would explain the observed out-grouping of these birds. In addition an interclass principal component analysis (PCA) was performed using raw and normalized gene counts. 

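Over all 63 birds, the distance to the other birds of the group was 0.835 for bird 22, an uninfected L10H bird at week 3, and the next largest in its group was 0.379. It was 0.721 for bird 47, an infected L10L bird at week 1, and the next largest in its group was 0.452. The gap to the nearest bird, divided by the range of the group, was 0.815 for bird 22 (n = 8) and 0.695 for bird 47 (n = 7), both above the 95 % critical value of Dixon's test. In the other 6 groups, this ratio did not exceed 0.451. With the 500 most variable genes, bird 22 was past the critical value with 0.573, whereas bird 47 was not, with 0.424, and bird 49, an uninfected L10L bird at week 3, with 0.576 and bird 62, an infected L10L bird at week 3, with 0.619 were past it too.

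**Figure D2:**
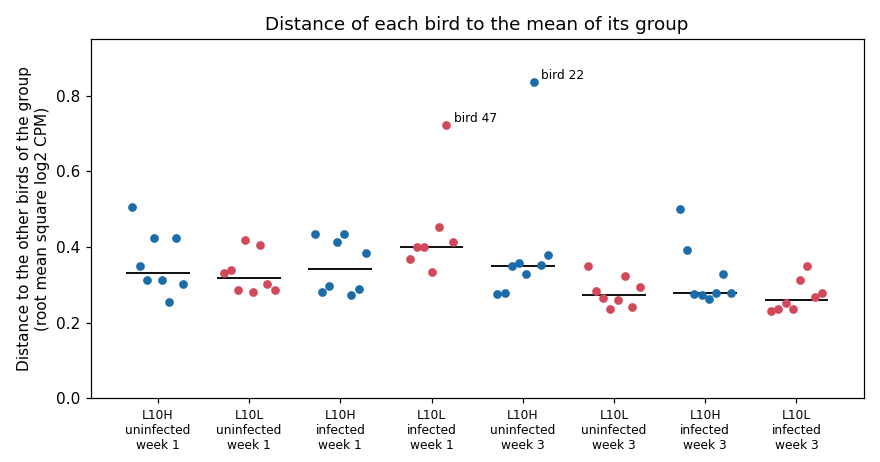
Distance of each of the 63 birds to the mean of the other birds of its group (vertical axis, root mean square log2 CPM over 11577 genes) by line, infection status and week, with L10H birds in blue, L10L birds in red and the median of each group as a black line. Birds 22 and 47 lie at 0.835 and 0.721, above all other birds.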

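The gene-count totals of birds 22 and 47 were 9297489 and 10001800, within the range of the other birds of their groups. In Table S1, 77.8 % of the reads of bird 22 were mapped, against 80.1 to 81.8 % in the other birds of its group, and 79.2 % of the reads of bird 47, against 79.4 to 85.0 %.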

The interclass PCA revealed that the birds 22 and 47 were placed outside the 95 % confidence intervals of their respective treatments [See Additional file 3: Figure S2]. However, the PCA did not identify any gene having extreme count profiles which may have contributed to the transcriptome dispersion of birds 22 and 47 with respect to their treatment groups. 

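Single genes were compared in the same way, as the difference in log2 CPM from the mean of the other birds of the group. In bird 22, 2542 of the 11577 genes differed by more than 2-fold, of which 1001 were higher and 1541 lower, and 17 differed by more than 3 on the log2 scale. In bird 47, 1792 genes differed by more than 2-fold, of which 537 were higher and 1255 lower, and 10 differed by more than 3 on the log2 scale. Among the other 61 birds, between 48 and 651 genes differed by more than 2-fold, with a median of 146, and at most 13 differed by more than 3 on the log2 scale.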

Although there was no clear technical or biological explanation for their out-grouping, these samples were removed from further analysis.

### Identification of differentially expressed genes

Differential gene expression analysis was performed to compare the two chicken lines (L10L and L10H) at two time points for uninfected (C1 and C2, see Fig. 1) and IBV-infected birds (C3 and C4, see Fig. 1). A large number of genes were differentially expressed (DE) between L10L and L10H lines at weeks 1 and 3, for both uninfected and IBV-infected birds (see Table 1, see Fig. 1).

**Table 1:** Summary statistics of differentially expressed (DE) genes at FDR < 0.05

L10H versus L10L	Higher expression in L10H	No difference	Higher expression in L10L	DE-expressed
Uninfecteds at week 1 (C1)	692	9594	1006	1698
Uninfecteds at week 3 (C2)	774	9868	650	1424
Infected at week 1 (C3)	931	9358	1003	1934
Infected at week 3 (C4)	508	10426	358	866

Comparison between the two lines, L10H and L10L, uninfected and infected birds at two time points (weeks 1 and 3). Comparisons C1 – C4 correspond to differential gene expression comparisons presented in Fig. 1

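In uninfected birds, 1781 of the 11577 genes tested were DE between the lines at week 1 (n = 8 L10H and 8 L10L birds) and 1506 at week 3 (n = 7 and 8). At an unadjusted p-value below 0.05 there were 3562 and 3058 genes. The median size of the log2 fold change among the DE genes was 0.45 at week 1 and 0.44 at week 3, and 202 and 198 of them differed by more than 2-fold. The biological coefficient of variation shared by all genes was 16.0 %. The number at week 1 was highest, at 3190, with the mapped percentage of Table S1 as a covariate, and lowest, at 1117, when only the groups compared were fitted. The mapped percentage was 74.8 to 80.2 in these L10H birds and 82.8 to 85.1 in these L10L birds. Without overlap, line and mapping rate cannot be told apart there, so 3190 is not a number at equal mapping rate. At week 3 the fit of only the groups compared gave the highest number, 2708.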

We identified 1,698 and 1,424 DE genes for the uninfected birds between lines L10L and L10H at weeks 1 and 3, respectively (see Table 1). In total 692 genes had higher expression in L10H line and 1,006 had higher expression in line L10L for the uninfected birds at week 1 [See Additional file 4: Table S2] and 774 genes had higher expression in L10H line and 650 genes had higher expression in L10L line for uninfected birds at week 3 [See Additional file 5: Table S3].

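With the lines as labelled, 1041 of the DE genes of uninfected birds at week 1 were higher in L10H and 740 were higher in L10L. At week 3, 725 were higher in L10H and 781 were higher in L10L. The gene with the smallest p-value at both weeks was ENSGALG00000012275, which the files list by its Ensembl identifier only. At week 1, it had 22.0 ± 1.24 CPM (SD, n = 8) in L10H and 57.9 ± 6.92 CPM (SD, n = 8) in L10L, a log2 fold change of -1.39 (standard error 0.131, FDR = 6.59e-22 from edgeR's likelihood ratio test). At week 3, it had 23.7 ± 2.60 CPM (SD, n = 7) in L10H and 69.1 ± 3.65 CPM (SD, n = 8) in L10L, a log2 fold change of -1.54 (standard error 0.134, FDR = 5.16e-25 from the same edgeR test). ENSGALG00000002348 was also lower in L10H, with a log2 fold change of -0.80 at week 1 (standard error 0.0839, FDR = 1.1e-17 from edgeR) and -0.90 at week 3 (standard error 0.0864, FDR = 4.79e-21 from edgeR). Of the genes higher in L10H at week 1, ENSGALG00000017234 had 16.3 ± 2.58 CPM (SD, n = 8) in L10H and 6.47 ± 1.42 CPM (SD, n = 8) in L10L, a log2 fold change of 1.33 (standard error 0.165, FDR = 3.49e-12 from edgeR), and ENSGALG00000008716 had 13.4 ± 3.97 and 2.90 ± 0.875 CPM (SD, n = 8 each), a log2 fold change of 2.20 (standard error 0.276, FDR = 1.46e-11 from edgeR). For each of these genes, the values of all birds of 1 line lay above those of all birds of the other line.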

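In infected birds, 2050 genes were DE between the lines at week 1 (n = 8 L10H and 6 L10L birds) and 567 at week 3 (n = 8 and 8), with 3531 and 2055 genes at an unadjusted p-value below 0.05. Among the DE genes, the median size of the log2 fold change was 0.43 at week 1 and 0.48 at week 3, and 220 and 87 genes differed by more than 2-fold. The number at week 1 fell to 1029 when only the groups compared were fitted. At week 3, it stayed between 420 and 832 across the 11 alternatives set before the data were examined. It rose to 957 when birds 26 and 62 were left out, a setting added after the data were seen. By a score from 30 genes that differ between the lines, L10H bird 26 (-0.798) and L10L bird 62 (0.739) lay on the side of the other line. All values for infected birds at week 3 given here keep the labels and depend on these birds.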

Comparing IBV-infected L10H and L10L birds, we identified 1,934 and 866 DE genes at weeks 1 and 3, respectively (see Table 1). In total 931 genes had higher expression in line L10H and 1,003 had higher expression in line L10L at week 1 and at week 3, 508 had higher expression in line L10H and 358 had higher expression in line L10L (Table 1, Additional file 6: Table S4 and Additional file 7: Table S5).

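With the lines as labelled, 1112 of the DE genes of infected birds at week 1 were higher in L10H and 938 were higher in L10L, and at week 3, 257 were higher in L10H and 310 were higher in L10L. At week 1, the smallest FDR was that of ENSGALG00000002348, which had 49.6 ± 6.76 CPM (SD, n = 8) in L10H and 93.4 ± 10.6 CPM (SD, n = 6) in L10L, a log2 fold change of -0.91 (standard error 0.0899, FDR = 1.41e-20 from edgeR's likelihood ratio test). At week 3, ENSGALG00000012275 had 29.4 ± 14.0 CPM (SD, n = 8) in L10H and 62.8 ± 8.74 CPM (SD, n = 8) in L10L, a log2 fold change of -1.10 (standard error 0.129, FDR = 1.55e-13 from edgeR), and its values in the lines overlapped because L10H bird 26 had a log2 CPM of 6.00, against at most 4.73 in the other L10H birds of the group.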

There were also status-related changes in gene expression as shown in the Venn diagram (Fig. 2). At week 1, the total number of DE genes in uninfected birds between the two lines was 1698 (1077 + 621) (Table 1, Fig. 2) which is lower comparing to 1934 (621 + 1313) DE genes in infected birds between the two lines (Table 1, Fig. 2). 

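At week 1, 1119 genes were DE between the lines in uninfected birds only and 1388 in infected birds only. A gene that is DE in only 1 of the comparisons need not differ between them, and the difference itself was tested as the interaction of line and infection. The interaction had an FDR below 0.05 for 125 of the 11577 genes by edgeR's likelihood ratio test, with 71 positive and 54 negative, and for 1680 genes at an unadjusted p-value below 0.05. Of the 2507 genes DE in only 1 of the comparisons, 115 (4.59 %) had such an interaction. The number of 125 genes depended on the fit, with 10 genes when only the groups of week 1 were fitted and 236 with DESeq2.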

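A total of 3169 genes were DE between the lines at week 1 in uninfected birds, infected birds or both, and 662 of them (20.9 %) were DE in both. Of the genes DE in both, 655 had the same direction. The expected number in both was 315.4 if the lists were independent. Genes DE in uninfected birds only had the same sign of the log2 fold change in infected birds in 83.3 % of cases, and those DE in infected birds only had the same sign in uninfected birds in 74.5 % of cases. Across all genes, which are not independent replicates, the log2 fold changes of the comparisons had a Pearson correlation of 0.69.

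**Figure D3:**
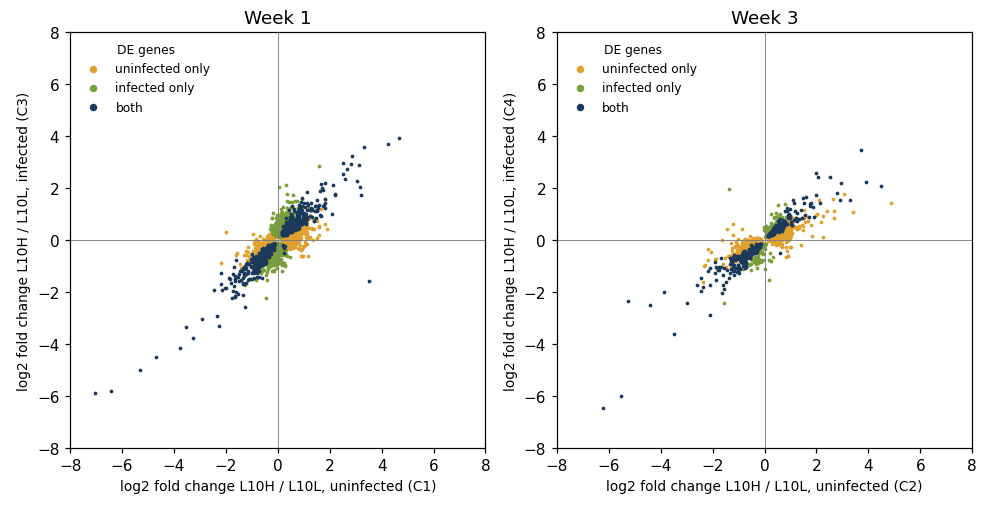
Log2 fold change between the lines (L10H over L10L) in uninfected birds (horizontal axis) and infected birds (vertical axis) at week 1 (left) and week 3 (right) for each gene DE in uninfected birds only (orange), infected birds only (green) or both (dark blue). Most genes lie along the diagonal, and 655 of the 662 genes DE in both at week 1 have the same direction.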

Out of 3,011 (1077 + 621 + 1313) DE genes for both uninfected and infected birds between the two lines only 621 (~20 %) were common for two comparisons (Fig. 2). 

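At week 3, 1141 genes were DE between the lines in uninfected birds only and 202 in infected birds only. The interaction of line and infection had an FDR below 0.05 for 1 gene by edgeR's likelihood ratio test, and for 545 genes at an unadjusted p-value below 0.05. None of the 1343 genes DE in only 1 of the comparisons had an interaction at this FDR. With the mapped percentage as a covariate, 60 genes had an interaction.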

At week 3, the total number of DE genes in uninfected birds between the two lines was 1424 (883 + 541) (Table 1, Fig. 2) which was higher comparing to 866 (541 + 325) in infected birds between the two lines (Table 1, Fig. 2). 

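At week 3, 1708 genes were DE between the lines in uninfected birds, infected birds or both, and 365 of them (21.4 %) were DE in both, 364 of these with the same direction. The number expected in both was 73.8 if the lists were independent. The sign was also shared by 93.3 % of the genes DE in uninfected birds only and by 93.1 % of those DE in infected birds only. The correlation of the log2 fold changes across all genes was 0.73.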

When comparing the uninfected and infected birds between the two lines, 541 (~30 %) genes were common out of total of 1749 (883 + 541+ 325) DE genes for both comparisons (Fig. 2).

**Fig. 2:**
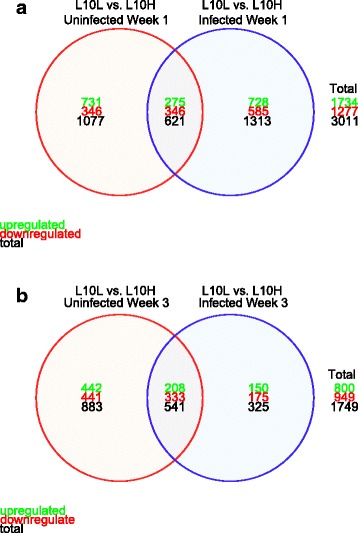
Venn diagram of differentially expressed (DE) genes between comparisons of uninfected and infected birds at different time points. **a** Differentially expressed (DE) genes between lines when the lines are uninfected (left circle) and infected (right circle). Numbers in the intersection correspond to DE genes that are in common between lines for uninfected and IBV infected birds at week 1. **b** DE genes between lines when the lines are uninfected (left circle) and infected (right circle). Numbers in the intersection correspond to DE genes that are in common between lines for uninfected and IBV infected birds at week 3. Numbers outside of circles represent sum of DE genes presented in circles

Moreover, we also performed differential gene expression analysis to compare two time points (week 1 and week 3) in the two chicken lines (L10L and L10H) for uninfected (C5 and C6, see Fig. 1) and IBV-infected birds (C7 and C8, see Fig. 1). 

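Between week 1 and week 3, 5080 genes were DE in uninfected L10L birds (C5), of which 2548 were higher at week 3 and 2532 were lower. In uninfected L10H birds (C6), 2071 genes were DE, with 951 higher and 1120 lower at week 3. In infected L10L birds (C7), 1233 genes were DE, with 517 higher and 716 lower, and in infected L10H birds (C8), 1620 genes were DE, with 710 higher and 910 lower. The median size of the log2 fold change among the DE genes was 0.39 in both C5 and C6, 0.41 in C7 and 0.36 in C8. With all 63 birds in the fit, the number in C6 fell to 424, whereas the number in C5 was 4289.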

Finally, differential gene expression analysis was also conducted to compare the two infection states (uninfected and IBV-infected) at two time points for the L10L chicken line (C9 and C10, see Fig. 1) and the L10H chicken line (C11 and C12, see Fig. 1). 

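Between uninfected and infected birds, 902 genes were DE in L10L birds at week 1 (C9), with 451 higher and 451 lower in infected birds, and 309 genes were DE in L10H birds at week 1 (C11), with 184 higher and 125 lower. At week 3, 4 genes were DE in L10L birds (C10), of which 3 were higher in infected birds, and 4 were DE in L10H birds (C12), of which 2 were higher. At an unadjusted p-value below 0.05, there were 2852 genes in C9, 650 in C10, 1671 in C11 and 942 in C12. In simulated counts for the comparison C10 with 200 genes given a log2 change of 1, 194 were called DE among 11577 genes. Smaller changes were not simulated, so this value does not speak to them. The number of DE genes in C9 fell to 352 with all 63 birds and rose to 1386 with the mapped percentage as a covariate. For C10 it rose to 121 when only the groups compared were fitted. The birds of each comparison were also split into groups of the same sizes in 100 ways, the real split included. As many DE genes as in the real split came from 2 splits in C9, 3 in C10, 15 in C11 and 14 in C12. The numbers of C11 and C12 thus cannot be told apart from an accident of the grouping.

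**Figure D4:**
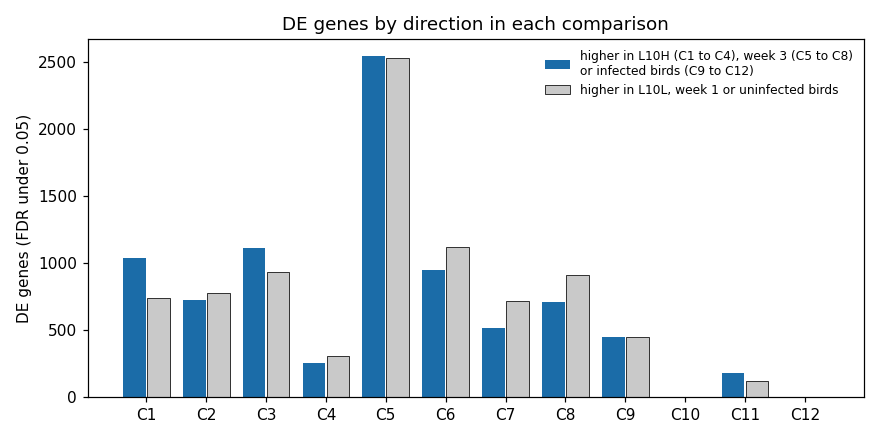
Number of DE genes (vertical axis, FDR below 0.05) in each of the 12 comparisons, with genes higher in L10H (C1 to C4), at week 3 (C5 to C8) or in infected birds (C9 to C12) in blue and genes changed in the opposite direction in grey. The highest bars are those of C5, with 2548 and 2532 genes, and C10 and C12 have 4 genes each.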

As our main aim was to investigate differences between the two chicken lines, we only presented and discussed results related to the comparisons between the two chicken lines (C1 – C4, see Fig. 1). Results for the rest of comparisons (C5 – C12, see Fig. 1) were provided in the form of supplementary materials [See Additional file 8: Table S6, Additional file 9: Table S7, Additional file 10: Table S8, Additional file 11: Table S9, Additional file 12: Table S10, Additional file 13: Table S11, Additional file 14: Table S12 and Additional file 15: Table S13].

### Functional analysis of differentially expressed genes

An enrichment gene set analysis was carried out to identify over-represented Gene Ontology (GO) “Immune System Process” terms using the lists of DE genes from comparisons between uninfected and infected birds from the two lines at 1 and 3 weeks p.i. The most enriched GO Immune System terms between the two lines when comparing uninfected birds from the two lines and then infected from the two lines are shown in Fig. 3.

**Fig. 3:**
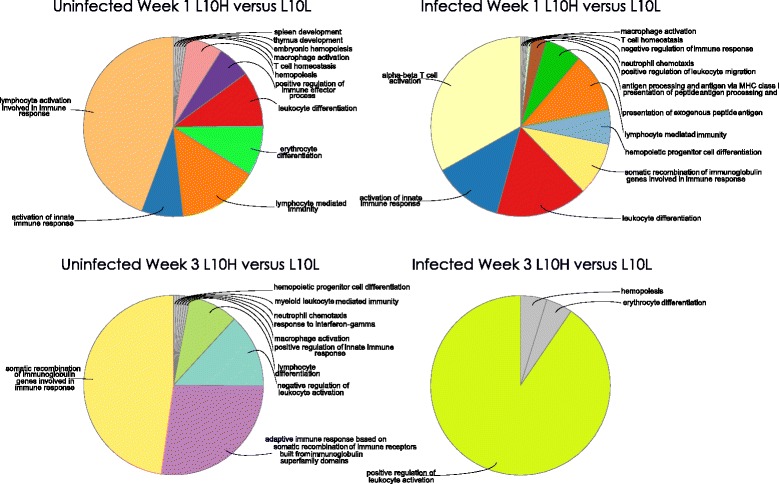
Functional map of differentially expressed genes enriched for GO Immune System terms. The top categories of the GO Immune System terms associated with differentially expressed (DE) genes. All categories were statistically significant (adjusted *p*-value < 0.001). The chart fragments represent the number of genes associated with the terms as a proportion of the total number of genes within the respective GO term. Terms which have not been grouped are shown in grey

GO Immune System terms associated with genes that were differentially expressed between the two lines for uninfected birds at week 1 were “Lymphocyte activation involved in immune response” (GO:0002285), “Activation of innate immune response” (GO:0002218), “Lymphocyte mediated immunity” (GO:0002449), and “Leukocyte differentiation” (GO:0002521) [See Fig. 3, Additional file 16: Figure S3]. In total, 53 DE genes were mapped to the GO Immune System terms (Fig. 4). Among the DE genes, *TGFB3* (Transforming growth factor beta 3), *IL7* (Interleukin 7), *FKBP1B* (FK506 binding protein 1B), *FAS* (Fas cell surface death receptor) and *PTPN22* (Protein tyrosine phosphatase, non-receptor type 22) had a higher expression in line L10H compared with L10L [See Fig. 4, Additional file 16: Figure S3]. Furthermore, the line L10H had a lower expression for a subset of innate immune genes: *TYRO3* (Tyrosine-protein kinase receptor 3), *TRAF3* (TNF receptor-associated factor 3) and *TLR7* (Toll-like receptor 7) compared with L10L [See Additional file 16: Figure S3, Fig. 4].

**Fig. 4:**
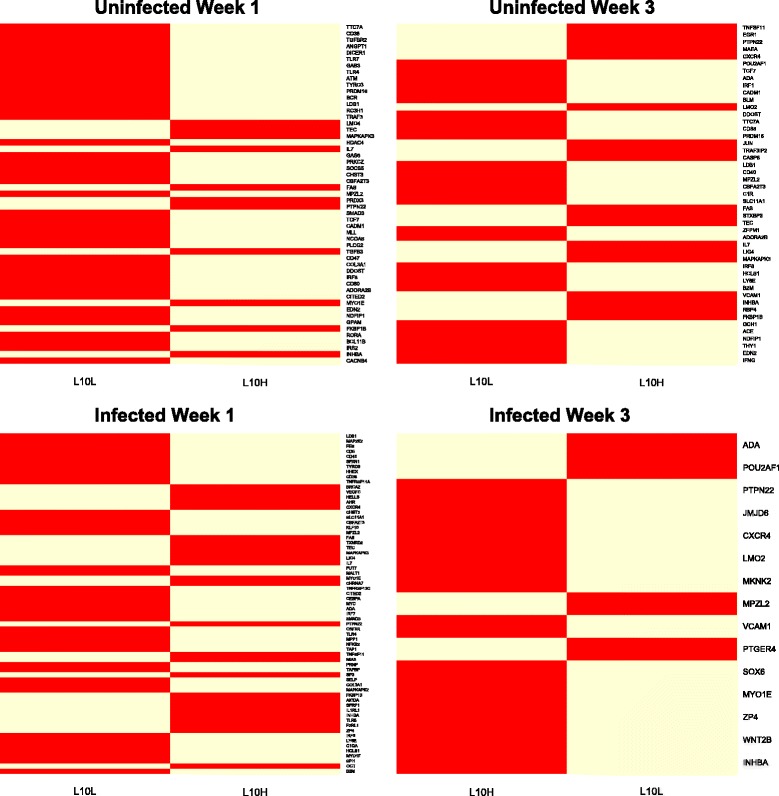
Differentially expressed genes associated with the GO Immune System term. Heatmap representation of the differentially expressed (DE) genes associated with the GO Immune System terms for the four comparisons between the two lines, L10H and L10L, uninfected and infected groups at two time points, weeks 1 and 3. The heat map is constructed using the average values of counts per millions for each group

For uninfected birds at week 3, the most enriched GO Immune System terms were “Somatic recombination of immunoglobulin genes involved in immune response” (GO:0002204) and the “Adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily” (GO:0002460) [See Fig. 3, See Additional file 17: Figure S4]. In total, 47 DE genes mapped to GO Immune System terms in this comparison (Fig. 4). Among the DE genes that had a higher expression in the line L10H at week 3, in the uninfected group, were *IL7*, *FKBP1B*, *FAS* and *PTPN22*, which were also seen differentially expressed between lines at week 1 [See Fig. 4, Additional file 17: Figure S4].

Comparing infected birds from the two lines, at week 1, “Alpha-beta T cell activation” (GO:0046631), “Activation of innate immune response” (GO:0002218) and “Leukocyte differentiation” (GO:0002521) functions were the three most enriched GO Immune System terms (Fig. 3). *CXCR4* (Chemokine receptor 4), *PTPN22* and *FAS* were among the most highly expressed genes in L10H [See Fig. 4, Additional file 18: Figure S5].

The major GO Immune System term that was strongly enriched for in the infected birds at week 3 was “Positive regulation of leukocyte activation” (GO:0002696) [See Fig. 3, Additional file 19: Figure S6]. Among the DE genes with higher expression in the L10H line were *CXCR4, VCAM1* (Vascular cell adhesion protein 1), *PTPN22* and *JMJD6* (Jumonji domain containing 6) [See Fig. 4, Additional file 19: Figure S6].

## Discussion

The present study used two lines, L10L and L10H, which have been divergently selected for high and low MBL serum concentration for 14 generations, respectively. These two lines have earlier been extensively used for immunological studies and exhibit differences in immunological parameters after being challenged with several pathogens [18, 22, 25].

The spleen is a secondary lymphoid organ where innate and adaptive immune responses can be efficiently mounted. In addition, the avian spleen is considered to play a very important immunological role because avian lymphatic vessels and lymph nodes are poorly developed [26]. The transcriptome differences in the spleen between the two lines, L10L and L10H, for uninfected (healthy) and IBV-infected birds were investigated, focusing on the differential expression of immune-related genes within significantly enriched immune-related GO terms. Large differences in transcriptome profiles were observed between birds from the two lines, both uninfected (healthy) and following the experimental IBV challenge [See Additional file 2: Figure S1]. This suggests that selection for MBL serum levels in the two lines had a much wider effect which goes beyond the expression of the MBL gene [27]. 

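A set of 201 genes was DE between the lines in all 4 comparisons, and every one of them had the same direction in all 4, with 69 higher in L10H and 132 higher in L10L. From the differences seen in both uninfected and infected birds, the paper proposes that selection on MBL serum levels acted on far more than the expression of the MBL gene. The files list genes by Ensembl identifier only, and 0 of the 17108 identifiers could be paired with a gene symbol, so the MBL gene itself was not analysed here.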

The observed transcriptome differences can probably be attributed to correlated response to selection [28] or random genetic drift [29]. Correlated selection occurs when a trait is affected by selection on a another trait and is dependent on a genetic correlation between the two traits, which is well known in animal breeding [30]. Alternatively, random genetic drift could contribute to the observed differences, considering that the founder population of the two lines was small [17].

Focusing on the expression of immune-related genes: at week 1, the uninfected birds showed differences in the expression of genes involved in both adaptive immunity and innate immunity-related pathways [See Additional file 16: Figure S3]. In addition, the line L10H had a lower expression for the subset of the innate immune genes, *TYRO3*, *TRAF3* and *TLR7* at week 1 [See Additional file 16: Figure S3 and Fig. 4]. *TYRO3* encodes tyrosine-protein kinase receptor 3 (TYRO3) which is involved in inhibition of TLR signaling pathways and TLR-induced cytokine signaling pathways. These two pathways influence immune-related processes, including cell proliferation/survival, cell adhesion and migration and inhibits the innate inflammatory response to pathogens [31]. *TRAF3* encodes a cytoplasmic signaling protein, which plays a critical role in the regulation of antiviral response and viral evasion [32–34]. *TLR7* was also among the DE innate immunity-related genes with higher expression in the line L10H. Chicken TLR7 has been shown to play a part in the response to IBV infections [9, 35].

In addition to the differences in the expression profiles for a subset of innate immune genes, the two lines also differed in their expression of adaptive immune genes. Uninfected birds from L10H had a higher gene expression compared to the line L10L, for *TGFB3*, *IL7*, *FKBP1B*, *FAS* and *PTPN22.* These genes are known to be involved in a wide range of adaptive immune processes. In humans, reducing the TGF-β signaling on T cells has been shown to increase the function of CD8 T cells in an indirect way which results in the rapid elimination of viruses, enabling the creation of an effective memory response [36]. Similarly, human IL-7 plays a key role in the survival of both naïve [37] and memory [38, 39] CD4 and CD8 T cells. Moreover, an *in vitro* study showed that inhibition of FKBP1B and other cyclophilins blocked the replication of different *Coronaviruses*, including IBV [40]. In analogy, uninfected birds from the L10H line had a higher expression of *IL7*, *FKBP1B*, *FAS* and *PTPN22*.

Generally the uninfected (healthy) birds from the two lines exhibit different expression profiles for this subset of innate and adaptive immune genes probably resulting from the divergent selection for the MBL serum concentration. Selection in animal breeding have been shown to have an extensive effect on a variety of traits including immunological [30]. Moreover, correlated response to selection has been observed in the case where selection was performed on less complex traits such as testosterone levels [41]. Finally, different expression profiles for the subset of innate and adaptive immune in the uninfected birds from the two lines might be due to the balance in the effect of MBL serum levels. High levels of human MBL have been mostly reported as beneficial while in case of intracellular parasitic disease the effect of MBL serum level might be opposite [42]. The results indicate that selection for MBL serum levels might lead to favoring specific modes of immune responses depending on the MBL function.

Large differences in the expression patterns were seen between the two lines following infection with IBV and these differences involved adaptive immunity-related pathways which are associated with “Alpha-beta T cell activation” (GO:0046631), and “Activation of innate immune response” (GO:0002218) [See Additional file 18: Figure S5]. The observed enrichment for GO terms related to T cell activation is in accordance with a previous study of these lines that showed that the IBV-specific T cells are present in large numbers in the spleen after IBV infection [43]. At week 1 post infection *CXCR4, FAS* and *PTPN22* showed higher expression in line L10H. The CXC chemokine receptors are expressed on both effector and memory T cells and play a key role in the homeostasis of memory T cells [44]. *FAS* has been shown to be upregulated in the kidney of chickens challenged with IBV [45]. The Fas/FasL pathway is an important pathway of killing for cytotoxic T cells [46]. Similarly, *PTPN22* has been shown to be differentially expressed in chickens following pathogen challenge, and in particular following infection with *Escherichia coli* [47]*.*

Additionally VCAM1 and *JMJD6* were among the adaptive immunity-related genes DE between lines at week 3 [See Fig. 4, Additional file 19: Figure S6]. The VCAM1 gene is known to be involved in the activation of T cells [48]. Furthermore, a recent study demonstrated that *JMJD6* regulates proliferation of memory T cells during a viral infection [49] which is of great interest considering that had higher expression in the IBV-infected birds from L10H line at week 3.

The results show that the two lines differ greatly in the expression of adaptive immunity-related genes following infection, which may imply the presence of different modes of gene regulation. The sampling times were chosen to access responses both in the effector phase (week 1) and memory phase (week 3) of the adaptive immune response to IBV. In accordance, at 1 week, post infection subsets of genes actively involved in T cell proliferation show differences between the lines. Also, at week 3 immune-related gene expression profiles in response to IBV infection that differ between the lines are more related to maintenance of T cell memory. MBL is known to be involved in regulation of dendritic cell maturation as well as cytokine production [50]. Dendritic cells, which are the main antigen presenting cells and are actively involved in regulation of adaptive immune responses, possess the receptors for MBL in mammals [23]. Therefore, the two lines selected for different MBL serum concentration may display differences in adaptive immune responses and development of adaptive immunity as a result of differences in response to cytokine signaling from dendritic cells. Other studies of the two lines, L10L and L10H, have shown that they differ in disease response parameters after being challenged with different pathogens. The L10L line has been associated with increased viral replication in the airway after an infectious bronchitis virus (IBV) infection [18], reduced growth rate after an *Escherichia coli* infection [20] and greater intestinal colonization after *Salmonella Infantis* infection [51]. In the present experiment, significantly lower viral loads (*p* < 0.03) were observed in birds from line L10H in comparison to infected birds from line L10L [18]. Furthermore, L10H birds in the present study exhibited a less severe damage of tracheal cilia following the IBV infection in comparison to the L10L line (unpublished data). In the current experiment phenotypic differences in additional traits connected to adaptive immunity were observed, including numbers of circulating B cells and cytotoxic T cells [18]. Based on these observations it seems that selection for high MBL serum concentration allows birds to cope better after being infected with a range of pathogens. Therefore, the observed differences in the expression profiles for the adaptive and innate immune-related genes are a reflection of differences in disease resistance and immune responses between the lines L10L and L10H.

## Conclusions

In conclusion, large differences in the spleen transcriptome between the two chicken lines, L10L and L10H, were observed in both uninfected (healthy) and IBV-infected birds. The uninfected birds from the two lines showed differences in expression profiles for a subset of both adaptive and innate immunity-related genes, which may represent differences in preparedness to respond to an infection. Following infection with IBV, the two lines showed large differences in expression of genes involved in the adaptive cellular immune response such as T cell activation and proliferation pathways and hence their ability to respond to the infection, which is reflected in the difference in pathogen load seen between the two lines.

## Methods

### Experimental design and tissue collection

This study is a follow-up of the experiment performed by Kjaerup et al. [18] which characterized the cellular and humoral immune response of the two chicken lines, L10H and L10L, divergently selected for MBL serum concentrations following IBV infection. In total, 96 birds were used in the experimental study originating from the two Aarhus University inbred lines, L10H and L10L [19]. All 96 birds were reared together in a biosecure IBV-free environment until they were 3 weeks of age and then allocated to two different groups with 24 birds from each line in each group (uninfected and infected). The birds were transferred to a biosafety level 2 facility and placed in isolators. Two isolators contained uninfected chickens and two isolators contained infected chickens. Each isolator having an equal mix of the two lines as described by Kjærup et al. [18].

The virulent IBV-M41 strain was used for the infection (a kind gift from Dr. med. vet. Hans C. Philipp at the Lohmann Animal Health GmbH, Cuxhaven, Germany). The virus had been passaged twice in specific pathogen-free embryonated eggs. The IBV inocula were prepared in phosphate-buffered saline (PBS) immediately before use and contained 2 × 10^5.2^ EID_50_ /200 μl of IBV-M41 virus. The first and the second group (the uninfected groups) were mock-infected with 200 μl PBS per bird. The third and fourth groups (the infected groups) received 200 μL of IBV-M41. The inocula were given half nasally and half orally to mimic the natural infection routes of IBV in the chicken. Chickens were fed diets that met or exceeded the National Research Council requirements. Feed and water were provided *ad libitum*. The birds were monitored daily for clinical signs of disease and disease parameters were measured as reported by Kjærup et al. [18]. None of the individuals received antibiotic therapy during the experimental period. The study was carried out under strict ethical approval and monitoring (see the statement at the end of the Materials and Methods section).

For this study 64 spleen samples were harvested and used for RNA sequencing. The birds were sacrificed 1 and 3 weeks post infection by cervical dislocation and spleen samples were collected. At both time points, eight samples from the two lines, L10H and line L10L, from each group (uninfected and infected) were collected as illustrated in Fig. 1. After collection, spleens were sectioned (triangular cross-sectional slice from upper part) and identical samples from each chicken were immediately placed in RNAlater® Stabilization Solution (Ambion Inc., Austin, Texas) that were incubated at 4 °C overnight and then transferred to – 20 °C the following day.

### RNA extraction and sequencing

Tissue samples were homogenized on a TissueLyzer LT (Qiagen, Hilden, Germany). Total RNA was extracted with the Qiagen RNAeasy Kit (Catalog ID 74104, Qiagen, Venlo, Netherlands) according to the manufacturer’s instructions. The quality of the 64 total RNA samples was verified using a 2200 TapeStation RNA Screen Tape device (Agilent, Santa Clara, CA, USA) and the concentration ascertained using an ND-1000 spectrophotometer (NanoDrop, Wilmington, DE).

Libraries were prepared with the Illumina TruseqRNA sample prep kit (Catalog ID FC-122-1001, Illumina, San Diego, USA) following the manufacturer’s protocol and evaluated with the Agilent Tape Station 2200. Libraries were quantified by Picogreen and then normalized to 10 nM as recommended by Illumina for cluster generation on the Hiseq2000. Equimolar amounts of each library were mixed before NaOH denaturation.

The Illumina Truseq PE cluster kit v3 (Catalog ID PE-401-3001) was used to generate clusters on the grafted Illumina Flowcell and the hybridized libraries were sequenced on six lines of a Flowcell on the Hiseq2000 with 100 cycles of a paired-end sequencing module using the Truseq SBS kit v3 (Catalog ID FC-401-3001).

### Quality control, mapping of RNA sequencing reads and counting mapped reads

Initial control quality was assessed by the FastQC software version 0.11.3 [52]. Raw reads were than trimmed for low quality bases using the Trimmomatic tool version 0.32 [53] applying minimum Phred quality score >10 averaged across the sliding window of five bases. Furthermore, all reads with the length below 40 bp were removed.

The trimmed reads were mapped to the *Gallus gallus* reference genome (Gallus_gallus-4.0, release 80 [54]) using a spliced aligner TopHat2 version 2.014 [55]. The *Gallus gallus* gene annotation used for mapping was retrieved from Ensembl database version 80 (www.ensembl.org). The mapping quality was assessed using a set of Python scripts within the RSeQC toolkit [56]. The quality control assessment included inspection of the read coverage over the full gene body in order to assess if reads coverage was uniform and if there was any 5’ or 3’ bias as well as how the mapped reads were distributed over genome features.

Gene count estimation was performed using the HTSeq-count tool in ‘union’ mode. The HTSeq-count is a Python script within the HTSeq framework, version 0.7.1, which is an open source toolkit that allows the input of raw counts from aligned reads to be annotated with gene names based on genomic features [57].

### Statistical analysis of the differential gene expression

The read counts obtained were used to estimate gene expression and identify differentially expressed (DE) genes. This was achieved using Bioconductor package edgeR version 3.10.0 [58] and limma version 3.24.5 [59] following a previously described protocol [24]. Before performing statistical analysis, genes with low levels of expression were filtered out using a threshold of least one read per million in *n* of the samples, where *n* is the size of the smallest group of replicates, which in this case was eight.

In order to account for technical and biological effects reads counts were normalized using the “calcNormFactors” function implemented in the edgeR package. This function normalizes the data by finding a set of scaling factors for the library sizes that minimizes the log-fold changes between the samples. The scale factors were computed using the trimmed mean of M-values (TMM) between samples [58]. Common and tag-wise dispersion estimates were calculated with the Cox-Reid profile adjusted likelihood method in order to correct for the technical and biological variation when fitting the multivariate negative binomial model [60].

Multidimensional scaling (MDS) was implemented in the edgeR package, to assess similarity of the samples visually. The MDS plot was created in order to visualize the relationship between samples and identify possible outliers [58]. MDS is based on comparing the relationship between all pairs of samples by applying a count-specific pairwise distance measure [58]. Possible outliers were further investigated using principal component analysis (PCA) to remove samples which fell outside a 95 % confidence ellipse.

A design matrix was created in order to specify the factors that were expected to affect the expression level. The matrix was constructed to fit the saturated model where each treatment combination was considered separately. Eight treatment combinations were considered as illustrated in Fig. 1: uninfected birds from the line L10H at week 1, uninfected birds from the line L10L at week 1, infected birds from the line L10H at week 1, infected birds from the line L10L at week 1, uninfected birds from the line L10H at week 3, uninfected birds from the line L10L at week 3, infected birds from the line L10H at week 3, infected birds from the line L10L at week 3.

A generalized linear model likelihood ratio test, specifying the difference of interest, was used to test for differential expression between these treatment combinations. The differential expression analysis was performed comparing the log-fold differences in gene counts between two lines (L10H and L10L) at different time points (weeks 1 and 3) and for different status (uninfected and infected) separately (Fig. 1). Benjamini Hochberg false discovery rates (FDR) for a transcriptome-wide experiment were calculated to correct for multiple testing [61]. All genes with an FDR-adjusted *p*-value <0.05 were considered individual genes of interest and were retained for further analysis.

## Functional analysis of differentially expressed genes

Functional analysis of the DE genes was performed using the Cytoscape version 3.2.1 [62, 63] with the ClueGo version 2.1.7 plug-in [64] to enrich the annotation and enrichment of the differentially expressed (DE) genes for four comparisons (C1-C4, see Fig. 1). ClueGO determines the distribution of the target genes across the GO (Gene Ontology) terms and pathways: this study focused on. The *p*-value was calculated using right-sided hypergeometric tests and Benjamini-Hochberg adjustment was used for multiple test correction. An adjusted *p*-value of 0.001 indicated a statistically significant deviation from the expected distribution, and that the corresponding GO terms and pathways were enriched for the target genes. The association strength between the terms was calculated using a corrected kappa statistic of 0.4. The network created represented the terms as nodes which were linked based on a 0.4 kappa score level. The size of the nodes reflected the enrichment significance of the terms. The network was automatically laid out using the Organic layout algorithm supported by Cytoscape. The functional groups were created by iterative merging of initially defined groups based on the predefined kappa score threshold. Only functional groups represented by their most significant term were visualized in the network providing an insightful view of their interrelations [64].

### Ethic statements

The experimental procedures were conducted under the protocols approved by the Danish Animal Experiments Inspectorate and complied with the Danish Ministry of Justice Law no. 382 (June 10, 1987) and Acts 739 (December 6, 1988) and 333 (May 19, 1990) concerning animal experimentation and care of experimental animals. The license to conduct the animal experiment was obtained by Helle R. Juul-Madsen.

### Consent for publication

Not applicable.

### Availability of supporting data

Raw and analyzed RNA-Seq data for this project have been deposited in GEO under accession code GSE73423 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73423). Other supporting data are included as Additional files 1, 2, 3, 4, 5, 6, 7, 8, 9 and 10.

## Additional files

Additional file 1: Table S1. Summary of mapping statistics. 

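The mapped and concordantly mapped percentages of Table S1 describe the reads before they were counted on genes. A pair of reads is mapped concordantly when both reads lie in the expected orientation and distance, so a larger difference between the percentages means that more reads were mapped without their partner in place. In Table S1 this difference was between 3.6 and 7.8 points in every bird.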

Mapping statistics were obtained from TopHat2 and includes the number of mapped and total reads after FastQC and Trimmomatic quality control steps. Birds were assigned to eight different groups according to three levels: status (infected and uninfected), chicken line (L10L and L10H line) and time point (weeks 1 and 3). (XLSX 16 kb) Additional file 2: Figure S1. Multidimensional scaling (MDS) plot created using expression profiles of all normalized genes. Four MDS plots were created using the normalized gene count data set. The purpose of MDS plot is to provide a visual representation of the pattern of proximities (similarities or distances) among the set of studied birds. Plots are labeled by eight comparison groups and three different factor levels; status (uninfected and infected), line (L10L and L10H) and time (weeks 1 and 3). The plot was created using the “plotMDS.dge” function implemented in the edgeR package. In all plots, L10H_CTL_W1 (red, *n* = 8), L10H_CTL_W3 (blue, *n* = 7), L10H_INF_W1 (green, *n* = 8), L10H_INF_W3 (purple, *n* = 7), L10L_CTL_W1 (orange, *n* = 8), L10L_CTL_W3 (yellow, *n* = 8), L10L_INF_W1 (brown, *n* = 6), L10L_INF_W3 (pink, *n* = 8). (PDF 6 kb) Additional file 3: Figure S2. Interclass PCA of normalized gene count data. Interclass principal component analysis (PCA) with the eight comparison groups as the instrumental variable. The aim of interclass PCA was to identify any gene having extreme count profiles which may have contributed to the transcriptome dispersion of birds 22 and 47 with respect to their treatment groups. The plot was created using principal component analysis function implemented in the ade4 R package with birds as variables and differential expression comparison groups as class levels. (PDF 13 kb) Additional file 4: Table S2. 

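The tables of DE genes give for each Ensembl gene the log2 fold change (logFC), the mean log2 CPM over the birds (logCPM), the likelihood ratio (LR) with its p-value, the FDR and a class of 1 or -1, which has the sign of logFC for the genes at hand except in Table S13, where it is opposite for all 6 genes. A larger likelihood ratio means that the model with a difference between the groups describes the counts better than the model without it.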

Differentially expressed genes (FDR < 0.05) for comparison between L10L and L10H uninfected birds at week 1. (TXT 120 kb) Additional file 5: Table S3. Differentially expressed genes (FDR < 0.05) for comparison between L10L and L10H uninfected birds at week 3. (TXT 100 kb) Additional file 6: Table S4. Differentially expressed genes (FDR < 0.05) for comparison between L10L and L10H infected birds at week 1. (TXT 136 kb) Additional file 7: Table S5. Differentially expressed genes (FDR < 0.05) for comparison between L10L and L10H infected birds at week 3. (TXT 61 kb) Additional file 8: Table S6. Differentially expressed genes (FDR < 0.05) for comparison between Week 1 and Week 3 uninfected L10L birds. (TXT 444 kb) Additional file 9: Table S7. Differentially expressed genes (FDR < 0.05) for comparison between Week 1 and Week 3 uninfected L10H birds. (TXT 235 kb) Additional file 10: Table S8. Differentially expressed genes (FDR < 0.05) for comparison between Week 1 and Week 3 infected L10L birds. (TXT 161 kb) Additional file 11: Table S9. Differentially expressed genes (FDR < 0.05) for comparison between Week 1 and Week 3 infected L10H birds. (TXT 201 kb) Additional file 12: Table S10. Differentially expressed genes (FDR < 0.05) for comparison between uninfected and infected L10L birds at week 1. (TXT 213 kb) Additional file 13: Table S11. Differentially expressed genes (FDR < 0.05) for comparison between uninfected and infected L10L birds at week 3. (TXT 107 kb) Additional file 14: Table S12. Differentially expressed genes (FDR < 0.05) for comparison between uninfected and infected L10H birds at week 1. (TXT 88 kb) Additional file 15: Table S13. Differentially expressed genes (FDR < 0.05) for comparison between uninfected and infected L10H birds at week 3. (TXT 88 kb) Additional file 16: Figure S3. Network representation of enriched GO Immune System terms of differentially expressed (DE) genes for comparison between uninfected birds at week 1. The GO Immune System terms were identified as nodes and linked based on their kappa score level (> = 0.4) and *p*-value < 0.001. Functionally related groups partially overlapped. The GO terms are labelled in colors according to hierarchical clustering of GO terms. Terms which have not been grouped are shown in grey. The colour pie charts of the GO Immune system nodes show the gene proportion associated with the respective term. (PDF 60 kb) Additional file 17: Figure S4. Network representation of enriched GO Immune System terms of differentially expressed (DE) genes for comparison between uninfected birds at week 3. The GO Immune System terms were identified as nodes and linked based on their kappa score level (> = 0.4) and *p*-value < 0.001. Functionally related groups partially overlapped. The GO terms are labelled in colours according to hierarchical clustering of GO terms. Terms which have not been grouped are shown in grey. The color pie charts of the GO Immune system nodes show the gene proportion associated with the respective term. (PDF 55 kb) Additional file 18: Figure S5. Network representation of enriched GO Immune System terms of differentially expressed (DE) genes for comparison between infected birds at week 1. The GO Immune System terms were identified as nodes and linked based on their kappa score level (> = 0.4) and *p*-value < 0.001. Functionally related groups partially overlapped. The GO terms are labelled in colors according to hierarchical clustering of GO terms. Terms which have not been grouped are shown in grey. The color pie charts of the GO Immune system nodes show the gene proportion associated with the respective term. (PDF 70 kb) Additional file 19: Figure S6. Network representation of enriched GO Immune System terms of differentially expressed (DE) genes for comparison between infected birds at week 3. The GO Immune System terms were identified as nodes and linked based on their kappa score level (> = 0.4) and *p*-value < 0.001. Functionally related groups partially overlapped. The GO terms are labelled in colors according to hierarchical clustering of GO terms. Terms which have not been grouped are shown in grey. The color pie charts of the GO Immune system nodes show the gene proportion associated with the respective term. (PDF 30 kb)

## Abbreviations

IB: infectious bronchitis
IBV: infectious bronchitis virus
MBL: mannose-binding lectin
L10L: chicken line selected for low MBL serum levels
L10H: chicken line selected for high MBL serum levels
DE: differentially expressed
GO: gene ontology
TLR: toll-like receptor
NK: natural killer
MHC: major histocompatibility complex
PCA: principal component analysis
FDR: false discovery rate
PRR: pattern recognition receptors
TGF: tumor growth factor
PBS: phosphate-buffered saline
MDS: multidimensional scaling
TMM: trimmed mean of M-values

How the deposited data were processed for this re-analysis (not part of the article)

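Spleen samples of 63 birds from the lines L10H and L10L, uninfected or infected with IBV and sampled at week 1 or week 3 after infection, were analysed from the counts on genes that the authors deposited. According to the study's methods, the authors checked the reads with FastQC, trimmed them with Trimmomatic, mapped them with TopHat2 to the chicken reference genome with its Ensembl annotation, and counted them with HTSeq in union mode. The deposited counts are whole numbers without normalization, with 17108 genes and 5 summary lines per bird. The line, infection status, week and number of each bird were taken from the sample labels and from Table S1, which gave the same group for all 63 birds.

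The depth was 8378293 to 37120215 counts on genes per bird, with a median of 11404493. The spread between birds shared by all genes was 16.0 % (biological coefficient of variation). Genes with more than 1 CPM in at least 8 of the 63 libraries were kept, which left 11577 genes.

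Differential expression was tested with edgeR 4.0.16 in R 4.3.3. TMM factors, which ranged from 0.938 to 1.057, a common dispersion and tagwise dispersions were estimated over 61 birds in one model with a mean for each of the 8 groups. Birds 22 and 47 were left out of this model as in the study, and bird 46, which the study removed, was not analysed here. The 12 comparisons of the study and the interaction of line and infection at each week were tested with the likelihood ratio test, two-sided, and p-values were adjusted with the Benjamini-Hochberg method within each comparison at a threshold of 0.05. The lines were compared as L10H minus L10L, the weeks as week 3 minus week 1, and infection as infected minus uninfected. The study used edgeR as well, at an earlier version.

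The separation of the lines was the share of the squared Euclidean distance between birds that lay between the lines, on log2 CPM with a prior count of 2 over the 500 most variable genes, with an exact permutation of the line labels. The spread between birds was each bird's root mean square distance in log2 CPM to the mean of the other birds of its group over the 11577 genes, and weeks were compared with an exact two-sided permutation test. A bird was set apart when the gap to its nearest neighbour, divided by the range of its group, was above the 95 % critical value of Dixon's test.

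The genes named in the text were chosen by a rule set before the data were examined. For each comparison, these were the 2 genes higher and the 2 genes lower with the smallest p-value among those with an FDR below 0.05, together with the genes the paper names. The symbol table that was at hand has 25635 genes, and 0 of the 17108 identifiers in the files matched it, so the genes the paper names, its immune gene heat map and the enrichment of gene ontology terms were not analysed here. At most a few of the chosen genes are printed by identifier.

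The test was tried on simulated data drawn from the means, dispersions and library sizes of the real birds, with 200 of 11577 genes changed by 1 on the log2 scale. The likelihood ratio test called 191 of them in the comparison C1 and 194 in the comparison C10, each in the right direction, with 16 and 17 false calls, and with no gene changed it called 0 in C1.

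The alternatives set before the data were examined were the quasi-likelihood F-test of edgeR, DESeq2 1.42.0 with median-of-ratios size factors, all 63 birds, no filter on low counts, at least 10 counts in every bird, a trended dispersion, median-of-ratios factors in edgeR, only the groups compared in the fit, counts thinned to the smallest library, the mapped percentage of Table S1 as a covariate, and leaving out birds whose mapped and concordantly mapped percentages differ by more than 6 points. Further alternatives were added after the data were seen. These were a filter with the summary lines in the library totals, birds 26 and 62 left out or exchanged between the lines, a combination of these with a trended dispersion, and each bird's score along the direction in which birds 22 and 47 differ from their groups as a covariate. For that combination, 8 combinations of summary lines, library sizes and dispersion were tried. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.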

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

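The line score, the tests of birds 26 and 62, the tests of the direction shared by birds 22 and 47 and the test of the distance of bird 44 were chosen after the results were seen. The other tests were set before the data were examined.

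Among 24 tests of distances, library totals and line scores over the 8 groups, 6 were past the critical value, and by chance about 1 in 20 groups is. Birds 22 and 47 lay apart from their groups, with distances of 0.835 and 0.721 and gap ratios of 0.815 and 0.695. Both birds had a mapped percentage below the range of the other birds of their groups (2 of 2 birds), by 2.3 points for bird 22 and by 0.2 points for bird 47, while their library totals were within the range. Mapping rate could therefore contribute, but uninfected L10H birds at week 1 had mapped percentages down to 74.8 without any of them being set apart. Without the 100 most abundant genes the smaller of the gap ratios was 0.690, but the distance weighs all 11577 genes alike and leaving out 100 of them could hardly move it, so a part of the abundant genes cannot be told from this. Birds 22 and 47 had the highest shares of counts in their 10 most abundant genes, with 12.11 and 10.81 %. The birds deviated from their groups in the same way. Across the 11577 genes, their deviations had a correlation of 0.855, the highest of 1736 pairs of birds from different groups, for which the 95th percentile was 0.319. Genes are not independent replicates, and this value describes the birds. A source shared by both birds is a candidate explanation. Over the other 61 birds, the score along this direction had a Pearson correlation of -0.302 with the mapped percentage (permutation p = 0.0322, adjusted 0.0483 for 3 relations) and a Spearman correlation of -0.421 (permutation p = 0.00181), within groups. Without the 2 birds farthest out, Pearson's r was -0.228 (permutation p = 0.0597), so the relation rests in part on those birds. Pancreas tissue in the sample was considered as well, but without gene symbols its marker genes could not be looked up. The birds shared neither line, infection status nor week, and no biological explanation was tested.

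Bird 44, an infected L10L bird at week 1, had a library total of 37120215, with a gap ratio of 0.838. Its distance to its group was 0.334, below the 0.369 to 0.721 of the other 6 birds, and with all libraries thinned to the smallest total it was 0.356 against 0.363 to 0.717, the smallest by a narrower margin, so the depth could account for a part of the small distance. With all libraries thinned to the smallest total, C3 had 1896 DE genes against 2050, so the greater depth of this bird did not account for that number.

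A line score was computed for each bird from 30 genes that differed between the lines in the same direction in C1, C2 and C3, chosen without any infected bird of week 3. In the other groups it ranged from 0.604 to 0.993 in L10H and from -1.04 to -0.715 in L10L. Among infected birds of week 3, L10H bird 26 had -0.798 and L10L bird 62 had 0.739, while the other 7 L10H birds had 0.644 to 0.925 and the other 7 L10L birds -0.893 to -0.776. These were the only 2 of 63 birds on the side of the other line. L10H bird 16 was also past the critical value, with 0.604 and a gap ratio of 0.527, barely above the critical value, and lay on the side of its own line. A mislabelled sample, here an exchange of birds 26 and 62, is a candidate explanation. When birds 26 and 62 were exchanged, the log2 fold changes of C4 differed from those of the paper's Table S5 by a root mean square of 0.00511 after a change of sign, against 0.276 as labelled. This was the smallest of 64 exchanges of 1 L10H and 1 L10L bird, and the next was 0.247. The mapping statistics of Table S1 point the same way in part. Bird 26 had 78 % mapped reads and a gap of 7.8 points to the concordantly mapped reads, against 82.9 to 85.8 % and 3.6 to 4 points in the other L10H birds, and bird 62 had 85.8 % mapped reads, against 77.5 to 81.2 % in the other L10L birds. The gap of bird 62 was 4.3 points, as in L10L bird 57 and outside the 3.6 to 4 points of the other L10H birds, which goes against the exchange. Of birds 61, 63 and 64, which have about the mapping gap of bird 26, 0 lay on the side of the other line, with scores of -0.835, -0.859 and -0.776, but these are L10L birds, and a batch that moved bird 26 towards L10L would leave them there, so a sequencing batch cannot be told apart in this way. A mixed sample would lie between the lines, and the score of -0.798 for bird 26 lay inside the range of L10L. Not every gene follows the exchange. For the gene with the smallest p among those higher in L10H in C4, both birds lay with their labelled line, bird 26 with 67.1 CPM (L10H birds 55.2 to 72.2) and bird 62 with 39.6 CPM (L10L birds 36.2 to 47.9), but it was picked for its p under these labels and was not DE in C1 or C2, so it does not count against the exchange. For the gene with the smallest p of all in C4, which was also DE in C1 to C3, both birds lay between the lines, with log2 CPM of 1.97 in bird 26 and 1.53 in bird 62, against 0.392 to 0.824 in the other L10H birds and 2.33 to 3.21 in the other L10L birds. The gene with the next smallest p among those higher in L10H in C4, which was also DE in C1 to C3, follows the exchange in both birds, with 0.581 CPM in bird 26 (other L10L birds 0.212 to 0.815) and 1.70 CPM in bird 62 (other L10H birds 1.01 to 4.6). For ENSGALG00000012275, bird 26 had 63.9 CPM, within the 56.7 to 71.1 CPM of the other L10L birds, but bird 62 had 45.1 CPM, between these and the 21.6 to 26.4 CPM of the other L10H birds. Without birds 26 and 62, C4 had 957 DE genes against 567, the most of all 64 pairs of birds left out in this way, and the next was 744. The 49 pairs without bird 26 or bird 62 gave 288 to 485. The line score and the number of DE genes in C4 thus speak for the exchanged grouping. Tables S8, S9 and S13 were not used to find it. Their root mean square differences fell with it from 0.0465, 0.0519 and 0.0554 to 0.00436, 0.00564 and 0.00248. The tables of C1 to C3, which do not involve birds 26 and 62, had 0.00133 to 0.00809. Such a match speaks to the grouping in the paper's fits. The genes with values between the lines were named for their p in C4 under these labels, so they weigh less against the exchange. With the mapping gap of bird 62, they still leave it short of settled. All values beside the paper's text keep the labels.

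Of 94 tests of named genes within groups, 8 were past the critical value and 4.7 would be by chance. Bird 26 was the bird in 2 of them, with log2 CPM of 6.00 and 1.97 for genes lower in L10H in C4. The first is in line with the exchange considered above (957 DE genes in C4 without birds 26 and 62), and the second lies between the lines. The others were a log2 CPM of 4.28 in bird 2 for a gene of C1, 6.59 in bird 53 for a gene of C2, 7.99 in bird 44 for a gene of C7, 1.16 in bird 27 for a gene of C8, 5.97 in bird 36 for a gene of C9 and 5.99 in bird 12 for a gene of C11. No explanation was tested for these 6.

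The effect of the line differed between uninfected and infected birds by the interaction test for 125 genes at week 1 and for 1 gene at week 3. Of 100 splits with the infection labels redrawn within each line, 4 gave as many genes at week 1, the real split included, and 25 did at week 3, so that in this fit the gene of week 3 cannot be told apart from an accident of the grouping. With the score along the direction of birds 22 and 47 as a covariate, there were 373 genes at week 1 and 7 at week 3. Only the numbers were compared, not the genes, so a part of this direction in the interaction of the 125 genes cannot be told from this. When only the groups of week 1 were fitted, 10 genes had an interaction, and the number at week 1 is uncertain for that reason. A response to infection that differs between the lines at week 1 may be present in these birds, as a hypothesis.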

How the results depend on the processing

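The 11 alternatives for the tests of genes and 2 or 3 for the other measures were set before the data were examined, and 5 were added after the data were seen. Of 202 values for the comparisons under the former, 151 kept their direction and side of the threshold or stayed within 1.5 times. Of 84 under the latter, 63 did. For the named genes, 479 of 503 values under the former and 228 of 235 under the latter kept their direction and side of the threshold, and the other 24 and 7 kept their direction but were no longer below the FDR threshold. The cause of the changes was not tested, except where a test is given elsewhere.

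With all 63 birds, the number of DE genes was 1134 in C1, 424 in C6, 2145 in C7, 1038 in C8, 352 in C9, 192 in C11 and 0 in C12 (748 at an unadjusted p below 0.05), and the interaction had 42 genes at week 1 and 3 at week 3. With only the groups compared in the fit, it was 1117 in C1, 2708 in C2, 1029 in C3, 1282 in C6, 950 in C8, 424 in C9, 121 in C10, 146 in C11 and 18 in C12, with 10 and 11 genes for the interactions and 401 and 563 shared DE genes at weeks 1 and 3. With the mapped percentage as a covariate, it was 3190 in C1, 871 in C6, 2196 in C7, 682 in C8, 1386 in C9, 33 in C10 and 43 in C12, with 60 genes for the interaction at week 3 and 1078 and 154 shared DE genes. In C1 the mapped percentages of the lines do not overlap, so line and covariate cannot be told apart there. Without birds with a mapping gap over 6 points, the number of DE genes was 687 in C7, 10 in C10, 9 in C12 and 2 for the interaction at week 3. With DESeq2, it was 12 in C10, 10 in C12 and 236 for the interaction at week 1. With the quasi-likelihood F-test, C10 and C12 had 0 DE genes (717 and 1007 at an unadjusted p below 0.05). C10 had 1 without a filter, 1 with a trended dispersion and 0 with at least 10 counts in every bird (529 at an unadjusted p below 0.05). With thinned counts, C12 had 1 and the interaction at week 3 had 2. C4 and C5 stayed within 1.5 times under all 11 of the former, from 420 to 832 and from 4289 to 5554.

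The difference in spread between the weeks changed direction in uninfected L10H birds with all 63 birds (-0.0338, exact permutation p = 0.789) and with the 500 most variable genes (-0.0132, exact permutation p = 0.862), and in infected L10H birds with the 500 most variable genes (-0.0301, exact permutation p = 0.683). It passed the threshold in uninfected L10L birds with thinned counts (0.0509, exact permutation p = 0.0361) and no longer passed it in infected L10L birds with the 500 most variable genes (0.147, exact permutation p = 0.0869). The separation of the lines kept its side of the threshold in C1 to C4 under the 3 alternatives set for it, from 18.0 to 35.9 %. Without birds 26 and 62, an alternative added later, it was 37.1 % in C4 (exact permutation p = 0.000583) against 24.2 % with them, which made it the highest of the 4 in place of the lowest.

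Of the alternatives added later, leaving out birds 26 and 62 gave 957 DE genes in C4, 8 in C12 and 581 shared DE genes at week 3, and exchanging them gave 967 in C4, 8 in C10, 591 shared and 0 genes for the interaction at week 3 (492 at an unadjusted p below 0.05). The combination with the summary-line filter and a trended dispersion gave 868 in C4, 2 in C10 and 0 for the interaction at week 3 (412 at an unadjusted p below 0.05). The score along the direction of birds 22 and 47 as a covariate gave 2499 in C2, 3387 in C3, 1231 in C4, 1342 in C5, 733 in C6, 26 in C10, 793 in C11, 26 in C12, 373 and 7 for the interactions and 788 shared DE genes at week 3.

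Leaving out genes on chromosomes Z and W was planned and was not run, because no table at hand pairs the gene identifiers with chromosomes. With at least 10 counts in every bird, 14 of the 47 named genes were not tested. Thinning to the smallest library, with a total of 8378293, kept 14 of the 16 counts of genes within 1.5 times.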

Differences from the paper's values

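The number of DE genes in C4 is 866 in the paper and was 567 here. Of the alternatives set before the data were examined, DESeq2 with 656, no filter on low counts with 593 and only the groups compared with 832 came within 1.5 times, and the other 8 did not. Of those chosen after seeing the values, leaving out birds 26 and 62 with 957, exchanging them with 967, the covariate along the direction of birds 22 and 47 with 1231, and the exchange with the summary-line filter and a trended dispersion with 868 came within 1.5 times as well.

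The number of DE genes higher in L10H in C1 is 692 in the paper and was 1041 here. Among the 11 alternatives set before the data were examined, 8 came within 1.5 times, such as only the groups compared with 644 and all 63 birds with 611. DESeq2, median-of-ratios factors in edgeR and the mapped percentage as a covariate did not. Of those chosen after seeing the values, the summary-line filter, leaving out birds 26 and 62, the direction covariate and the exchange with the summary-line filter and a trended dispersion came within 1.5 times, and the exchange alone did not. These are numbers only, since the listed genes of C1 with a positive value were higher in L10L here, where 740 genes were, so being within 1.5 times does not mean that the same genes are counted. In C4, the number higher in L10H is 508 in the paper and was 257 here, and the listed genes with a positive value were again higher in L10L here, where 310 genes were. Only the fit of the groups compared, with 411, came within 1.5 times among the alternatives set before the data were examined, together with 4 chosen after seeing the values, with 409 without birds 26 and 62, 420 with them exchanged, 542 with the direction covariate and 359 with the exchange, the summary-line filter and a trended dispersion. The number DE in infected birds only at week 3 is 325 in the paper and was 202 here. DESeq2 with 232, no filter with 235, only the groups compared with 269 and the mapped percentage as a covariate with 272 came within 1.5 times, the other 7 set before the data were examined did not, and the same 4 chosen after seeing the values did, with 376, 376, 443 and 325.

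The paper's Table S10 lists 1760 genes for C9, and 902 were DE here. The mapped percentage as a covariate, with 1386, came within 1.5 times, and the other 10 set before the data were examined did not. The paper's Table S11 lists 271 genes for C10, against 4 here, and the paper's Table S12 lists 2 genes for C11, against 309 here. None of the 11 alternatives set before the data were examined closed these gaps. The fold changes of Table S10 differed from those of C9 by a root mean square of 1.55. As given under the other observations, Table S10 may list another combination of the groups, and Tables S11 and S12 each other's comparison. These numbers may thus belong to unlike comparisons, and coming within 1.5 times says little here.

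For ENSGALG00000017234 in C1, the paper's log2 fold change is -1.33 and the value here was 1.33. For ENSGALG00000008716, it is -2.20 in the paper and was 2.20 here, for ENSGALG00000012275 it is 1.39 in the paper and was -1.39 here, and for ENSGALG00000002348 it is 0.80 in the paper and was -0.80 here. None of the 11 alternatives set before the data were examined changed these signs. The paper counts genes with a positive value as higher in L10H, while with the lines as labelled the listed genes of Tables S2 to S5 had the opposite direction in all 5922 cases. In C1, for example, 740 genes were higher in L10L and 1041 higher in L10H. In the paper's Table S13, the class of all 6 genes has the opposite sign to their log2 fold change.

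The paper's filter left 11292 genes, and 11577 were kept here. A filter with the summary lines in the library totals over 61 libraries, chosen after seeing the values, kept 11292. With birds 26 and 62 exchanged, 8 combinations were tried, chosen after seeing the values, of summary lines kept or left out, library sizes with or without the summary lines and filtered genes, and a common or trended dispersion. The closest gave 1698, 1423, 1934, 868, 4997, 2032, 1014 and 1570 DE genes in C1 to C8, which is the paper's number in 5 of the 8. It gave 835 in C9, 2 in C10, 271 in C11 and 6 in C12, so its numbers for C10 and C11 are those of the paper's Tables S12 and S11. The differences from the paper's numbers summed to 4 genes over these comparisons for this combination and to 805 for the farthest of the 8. The paper's statement that the spread between birds was higher at week 1 than at week 3 for both uninfected and infected birds was met by an exact permutation test in 1 of the 4 groups, the infected L10L birds, with p = 0.00333, and not in uninfected L10H birds, with p = 0.218, uninfected L10L birds, with p = 0.0514, or infected L10H birds, with p = 0.489. With the 500 most variable genes, the exact permutation p in infected L10L birds was 0.0869. The paper found no technical problem in the mapping parameters that would explain why birds 22 and 47 lay apart. Their mapped percentages were 77.8 and 79.2, below the other birds of their groups by 2.3 and 0.2 points.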

Other observations

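The tests of the direction of birds 22 and 47, of the mapping gap against the direction of the genes and of the contents of the paper's tables were chosen after the results were seen. The splits of the birds and the test of a sequencing batch in C4 were set before the data were examined.

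Other splits of the same birds were fitted for each comparison, 100 in each with the real split included. As many DE genes as in the real split were found in 3 splits for C1, 1 for C2, 1 for C3, 1 for C4, 1 for C5, 1 for C6, 1 for C7, 3 for C8, 2 for C9, 3 for C10, 15 for C11 and 14 for C12. The number of DE genes between uninfected and infected L10H birds at week 1 and at week 3 is thus reached by other groupings of these birds in more than 5 % of the splits, and it cannot be told apart from an accident of the grouping. For C11, 15 of the drawn splits gave more than 100 DE genes, and the highest number was 3915, against 309 in the real split. The median of the drawn splits was 0 or 1 in every comparison, so a large number came from a few of the splits.

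The direction in which birds 22 and 47 differ from their groups is a candidate explanation of such splits. The drawn split of the C1 birds with the most DE genes, 2123, had 1 DE gene with each bird's score along this direction as a covariate. The score varied more at week 1 (standard deviations of 0.304, 0.209, 0.215 and 0.342 in the 4 groups) than at week 3 (0.0258, 0.218, 0.088 and 0.0402), with infected L10H birds at week 3 as the exception. With this direction taken out of every bird, the difference in spread between week 1 and week 3 in infected L10L birds was 0.0391 (exact permutation p = 0.0932), against 0.112 before, so the larger spread at week 1 may lie in part along it. The covariate was fitted for all 14 tests of genes. It lowered the number of DE genes by more than 1.5 times in C5, to 1342, and in C6, to 733, and not in the others, which had 1425 in C1, 2499 in C2, 3387 in C3, 1231 in C4, 1025 in C7, 2248 in C8, 834 in C9, 26 in C10, 793 in C11 and 26 in C12. In C5 and C6 the groups differ in this score by 1.67 and 1.12 standard deviations, so this direction and the time between the weeks cannot be told apart there. The score correlates with the share of counts taken by the 10 most abundant genes, with a Pearson correlation of 0.756 and a Spearman correlation of 0.659 over 61 birds within groups (permutation p = 1e-05 for both, the smallest the permutations can give, adjusted 3e-05 for Pearson's over 3 relations), and 0.705 without the 2 birds farthest out. It had a correlation of -0.174 with the library total (permutation p = 0.372). What the direction reflects was not tested further, since the gene identifiers could not be paired with symbols.

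Fewer DE genes in C4 than in C1 to C3 were also set against a sequencing batch. The mapping gap separates the lines in C1 to C3. In C4 the lines overlap through bird 26 alone, with 7.8 points, while the other L10H birds had 3.6 to 4 and the L10L birds 4.3 to 7.8, so that line and mapping gap coincide for the other birds of C4 as well, but the other way round, since L10H has the larger gap in C1 to C3 and, without bird 26, the smaller one in C4. A batch effect that follows the gap would change the direction of a gene in C4, and of the 201 genes DE in C1 to C4, 201 had the same direction in all 4. For those genes an effect of this kind does not account for the difference between the lines. The gap also separates most of the birds compared in C12, where the number of DE genes was 4, so a batch of this kind need not give many DE genes. Of the genes DE at week 3 in uninfected birds only, 1064 of 1141 (93.3 %) had the same sign in infected birds. Of those DE in infected birds only, 188 of 202 (93.1 %) had the same sign in uninfected birds. As a set, these genes argue against such an effect as well, since the gap runs the other way in C4 than in C2. For the genes that changed sign and for genes DE at week 1 only, its part was not tested.

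The signs and contents of the paper's tables were compared with the fits. In Tables S2 to S5, all 5922 listed genes had the opposite sign to L10H minus L10L, which is what a listing as L10L minus L10H would give. With the lines as labelled, the genes at hand from Tables S6 and S7 (1999 of 4997, all with a negative value, and 1999 of 2032) had the same sign as C5 and C6 and differed from them by a root mean square of 0.00348 and 0.00341, so the lines are not exchanged as a whole between the tables and the counts, and only the sign of Tables S2 to S5 is reversed. The fold changes of Table S10 differed by a root mean square of 0.00417 from 2 times uninfected L10H birds at week 1 minus both groups of L10L birds at week 1, against 1.55 from C9, and another combination of the groups may thus be listed there. The combination was found by least squares on the means of the 8 groups. This combination of groups gave 1900 DE genes with the 11577 genes as filtered here and 1760 in the closest of the 8 settings described above, chosen after seeing the values, and the paper lists 1760. The fold changes of Table S11 differed by 0.00556 from C11, against 0.665 from C10 with birds 26 and 62 exchanged, and those of the 2 genes of Table S12 differed by 0.00178 from C10 with the same exchange, so these tables may hold each other's comparison. With birds 26 and 62 exchanged, the difference fell from 0.0465 to 0.00436 for Table S8 (C7), from 0.0519 to 0.00564 for Table S9 (C8) and from 0.0554 to 0.00248 for Table S13 (C12). These tables share the infected birds of week 3 with C4 but were not used to find the exchange.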
